A study of Drosophila melanogaster with 3 samples.

How the data were processed

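The study used chromatin immunoprecipitation followed by sequencing (ChIP-seq) in S2 cells, an established Drosophila melanogaster cell line. Chromatin was precipitated with a home-made rabbit polyclonal antibody against dH1K27me2, the dimethylated form of lysine 27 of dH1, the Drosophila linker histone. The labels describe 3 samples, of which 2 are immunoprecipitations and 1 is the input, the DNA before precipitation. Per the labels' protocols, DNA was taken from sonicated nuclei and made into libraries with a PCR enrichment step.

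The analysis started from 1 deposited list of peaks. The peaks carry the default names of the peak caller MACS, and the list's name says that the immunoprecipitation libraries were merged before they were compared with the input. The library number that the list's name gives for the first immunoprecipitation matches only part of that sample's title, so whether all runs of that sample entered the merge is open. The list has no header, and neither it nor the labels state the MACS version, the aligner, the read filters or the genome build. The sequence names (2LHet, U, Uextra and others) are those of Release 5 of the Drosophila genome. Each peak carries a score deposited by the authors. The deposited scores run from 50.02 to 3100, which is the range of the score that older versions of MACS write, the negative log10 of the p-value multiplied by 10, where a score of 50 would be a p-value of 1e-05, but no header states it, so the score was used only to rank and describe peaks. The list held 4751 peaks, none of which overlapped another.

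Since the authors pooled the immunoprecipitations before calling peaks, no value per replicate was available and no test across samples was made. Read depth is unknown, because the list gives no read counts. Intervals on shares of peaks are 95% Wilson intervals and cover only the counting of peaks, not variation between biological samples. Pooled calling also means that a region enriched in 1 library alone can enter the list.

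Sequences were sorted into the large arms 2L, 2R, 3L, 3R and X, chromosome 4, the 6 heterochromatic scaffold sets named Het (assigned to a chromosome but outside its assembled arm), U (scaffolds without a chromosome) and Uextra (further small scaffolds joined end to end). The position of peaks was compared with random placement. Each peak kept its width and was placed at random on its own arm, or on all arms for the counts per arm, in 10000 placements with a fixed seed, which makes a permutation test of peak positions. The two-sided p-value was double the smaller tail with the observed value counted in, so that the smallest possible value was 0.0002. Adjusted p-values follow Benjamini and Hochberg over the 6 sequences or the 5 arms of a family. No chromosome lengths came with the list, so each sequence was taken to run from its first base to the end of its last peak. Assembly gaps and unmappable sequence were not known and were not excluded from placement. Placement treats peaks as independent, which neighbouring pieces of one enriched domain are not. Peaks at copies of the same sequence would not be independent either, if the authors counted reads at several places. The centromere-proximal end is the right end of 2L, 3L and X and the left end of 2R and 3R, and a peak was counted as proximal when its midpoint lay within 2 Mb of that end. Correlations are Spearman's rho across peaks with 100000 permutations, and peaks are not replicates.

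The placement tests were checked on 100 simulated sets of 751 peaks each, with 500 placements per set. In sets placed at random, a p-value under 0.05 came out in 2% of sets for the proximal share, 7% for the count on 2L and 4% for the spacing. These sets placed each peak independently, as the tests themselves do, so the rates do not cover clustered peaks such as those observed. With 100 peaks moved into the proximal 2 Mb of 2L, the proximal share and the count on 2L were detected in 100% of sets and the change in median spacing in 45%.

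The counts per arm, the proximal share of the arms together, the spacing and the correlation were fixed before the data were examined. The alternatives fixed in this way were the 2375 highest-scoring peaks, merging of peaks less than 1 kb apart, bases covered in place of peak counts, rotation of all peaks of an arm by 1 random offset, a proximal region of 1 or 5 Mb, and the correlation of score and width in the peaks outside the proximal 5 Mb. The comparison of the Het sequences with the arms, the arm-by-arm proximal tests, merging over 100 kb, leaving out each arm, counts per arm outside the proximal 5 Mb, placement within 500 kb of each peak for the spacing, the correlation within each kind of sequence and the use of Release 5 lengths (entered by hand from general knowledge, not from the files, and rounded) were chosen after seeing the data. The peaks named were, by a rule fixed beforehand, the 10 with the highest score, with ties broken by width, and the distal 100 kb of the arms. The planned tests on repeats, genes, exons, transcription start sites and GC content, 5 results in all, and the planned look at the histone and ribosomal RNA genes needed a genome of the same release. The gene table at hand is of Release 6, so no gene was assigned to any peak. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.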

Results

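To map where dimethylated lysine 27 of the linker histone dH1 lies in the genome of wild-type S2 cells, the study compared 2 pooled immunoprecipitations with 1 input sample. The deposited list contained 4751 peaks that together covered 10702 kb. The median peak width was 1624 bp (interquartile range 1164 to 2525 bp), and the widest peak spanned 18069 bp. The median peak score given by the authors was 137.8 (interquartile range 80.2 to 278.9), and 4 peaks shared the highest score of 3100. Since the immunoprecipitations were pooled, no value below has a biological replicate error. The read depth behind the peaks is unknown.

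Most peaks lay outside the assembled chromosome arms. The arms 2L, 2R, 3L, 3R and X and chromosome 4 together held 751 peaks, which is 15.8% of the list (95% Wilson interval 14.8 to 16.9%). The Het sequences, which are heterochromatic scaffolds assigned to a chromosome, held 1042 peaks or 21.9% (20.8 to 23.1%). The unassigned scaffolds of U held 615 peaks or 12.9% (12.0 to 13.9%), and Uextra held 2343 peaks or 49.3% (47.9 to 50.7%). Peaks on Uextra were the narrowest of these classes, with a median width of 1236 bp against 1939 bp on U, 2269 bp on the arms and 2540.5 bp on the Het sequences. Their median score of 108.2 was also below the 161.3 of U, the 180.3 of the arms and the 225.8 of the Het sequences.

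The first comparison asked whether peaks were denser on heterochromatic scaffolds than on the arms. Measured from the first base to the last peak of each sequence, the Het sequences carried 118.1 peaks per Mb over 8.82 Mb and the arms 6.47 peaks per Mb over 116.1 Mb, an 18.3-fold difference. Peaks covered 39.0% of the Het sequences and 2.03% of the arms. When the 1793 peaks of both classes were placed at random over both, a mean of 126.4 fell on the Het sequences (central 95% of placements 106 to 148), against the 1042 observed. The observed number was 8.25 times the placed one (two-sided position-permutation p = 0.0002, the smallest that 10000 placements can give). The alternative that moved this ratio most was merging of peaks less than 1 kb apart, which gave 7.43. The 4 autosomal Het sequences were alike in density, with 96.7 peaks per Mb on 2LHet, 112.1 on 2RHet, 114.9 on 3LHet and 136.8 on 3RHet. XHet held 2 peaks and YHet held 4.

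The second comparison asked whether peaks were spread evenly over the arms. Arm 2R held 231 peaks against 121.9 under random placement, a ratio of 1.89, and 3L held 296 against 158.7, a ratio of 1.87. Arm 3R held 44 peaks against 175 placed, a ratio of 0.251, and X held 28 against 141.2, a ratio of 0.198. Each of these 4 departures had a Benjamini-Hochberg adjusted position-permutation p of 0.0003. Arm 2L, with 146 peaks against 148.6 placed, did not differ from random placement (adjusted position-permutation p = 0.96), although the bases covered by its peaks did, at 1.36 times the placed length (adjusted position-permutation p = 0.00024). Chromosome 4, with 6 peaks against 5.55, differed in neither the count (adjusted position-permutation p = 0.96) nor the bases covered (adjusted position-permutation p = 0.74). When peaks less than 100 kb apart were merged, no arm differed from random placement (adjusted position-permutation p = 0.56 for each). No arm departed from random placement away from the centromere either. Outside the proximal 5 Mb the 5 large arms held 24 peaks on 2L, 16 on 2R, 20 on 3L, 36 on 3R and 19 on X, at ratios of 0.803 to 1.28 to random placement, and none of them departed from it (adjusted position-permutation p from 0.61 to 0.87, lowest unadjusted p = 0.12). A run of 21 peaks supplied most of the 36 on 3R, and without it 3R held 15 peaks there against 22.9 placed (unadjusted position-permutation p = 0.066).

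**Figure D1:**
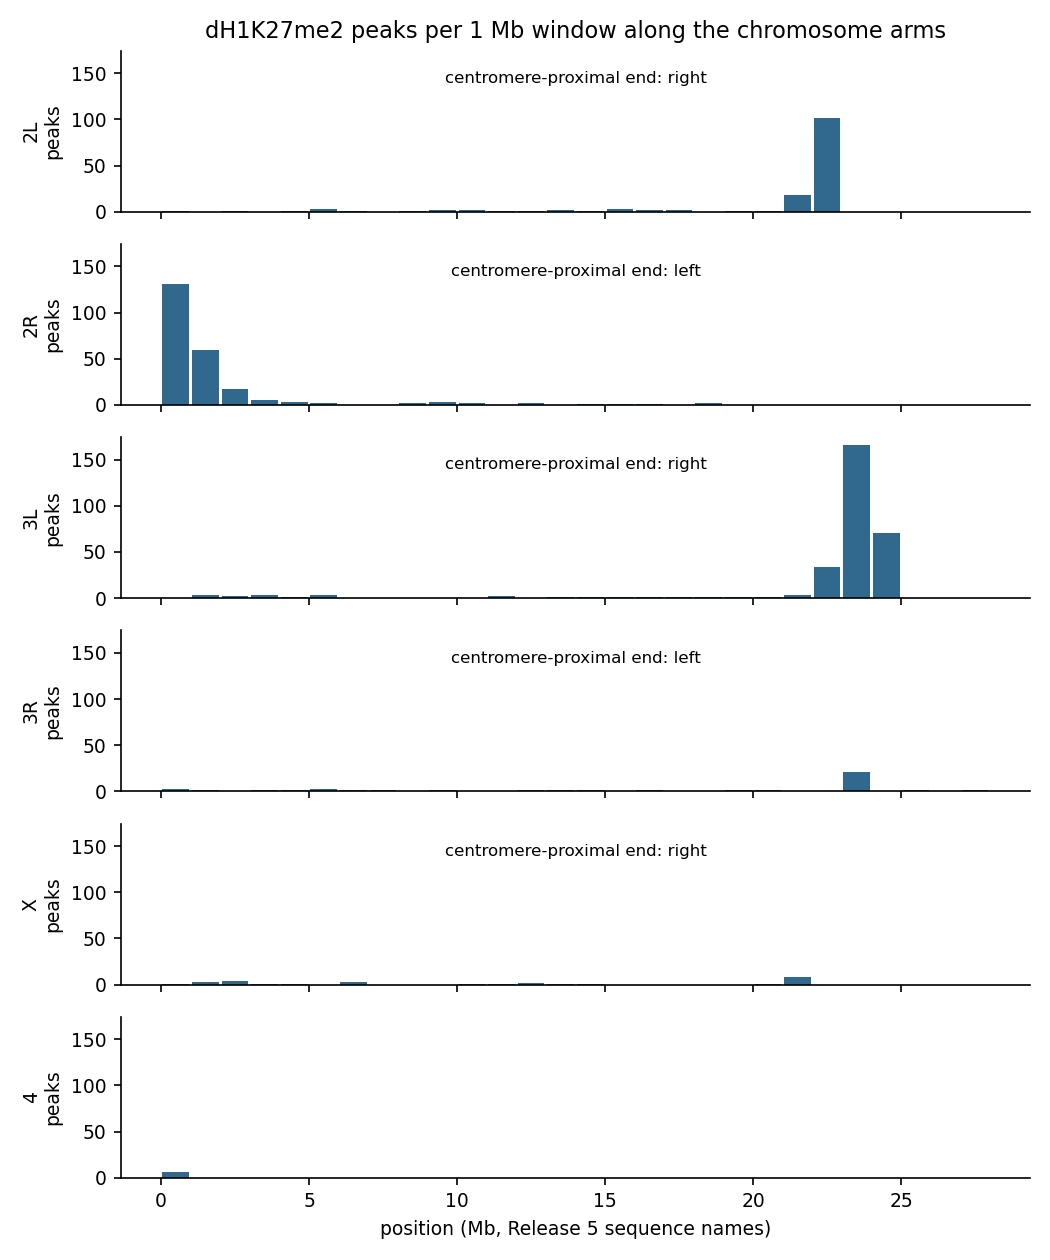
Number of peaks (vertical axis) in each 1 Mb window along the position on the arm in Mb (horizontal axis), with 1 panel for each of 2L, 2R, 3L, 3R, X and chromosome 4. Peaks pile up at the centromere-proximal ends of 2L, 2R and 3L, with up to 166 peaks in a window of 3L, and the tallest window of 3R holds 21 peaks far from its proximal end.

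The third comparison addressed the relation to the centromere-proximal part of the arms. Of the 745 peaks on the 5 large arms, 588 lay in the proximal 2 Mb, a share of 78.9% (95% Wilson interval 75.9 to 81.7%). Random placement on the same arms put 9.01% there (central 95% of placements 6.98 to 11.1%), so that the observed share was 8.76 times the placed one (two-sided position-permutation p = 0.0002, the smallest possible). Merging of all peaks less than 100 kb apart moved this most. It collapses each proximal domain into few regions, and it left 15 of 111 regions in the proximal 2 Mb, 1.55 times the placed share (position-permutation p = 0.11). Rotation of each arm's peaks as a block, which keeps their spacing, left the ratio at 8.82 with a p-value of 0.0002.

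The proximal share was not equal among arms. It was 82.2% on 2L (120 of 146 peaks), 82.3% on 2R (190 of 231) and 89.2% on 3L (264 of 296), each with an adjusted position-permutation p of 0.00033. Rotated alone, 2L and 2R did not pass 0.05 (adjusted rotation permutation p = 0.081 and 0.09), whereas 3L did (0.026). On X the share was 32.1% (9 of 28; 95% Wilson interval 17.9 to 50.7%) against 9.07% placed (adjusted position-permutation p = 0.0015), and this call was lost under rotation (adjusted permutation p = 0.19) and with a proximal region of 5 Mb (adjusted permutation p = 0.44). On 3R it was 11.4% (5 of 44; 4.95 to 24.0%) against 7.39% placed, a difference within the range of random placement (adjusted position-permutation p = 0.44). No test of the difference between arms in this share was made.

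**Figure D2:**
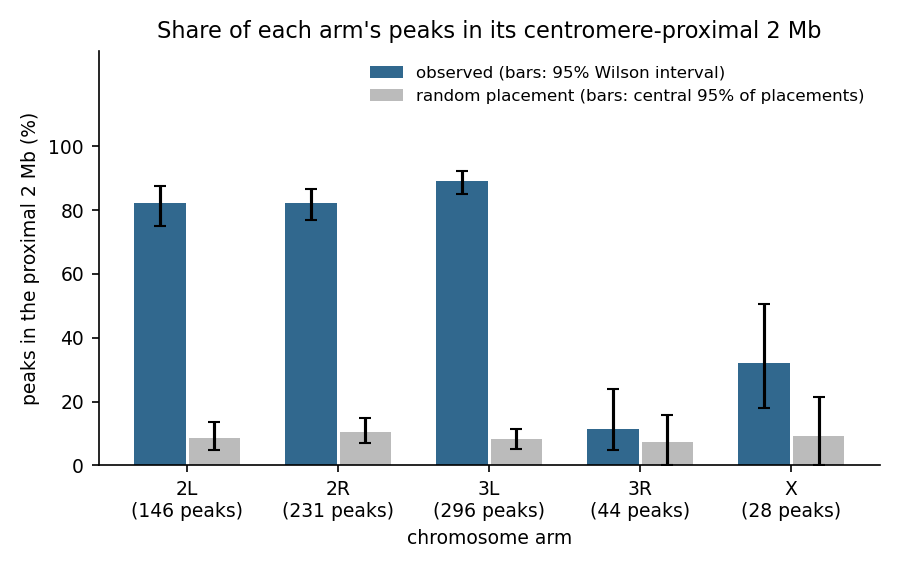
Percentage of each arm's peaks that lay in its centromere-proximal 2 Mb (vertical axis) for the 5 large arms (horizontal axis), observed with 95% Wilson intervals and under random placement with the central 95% of placements. The observed bars of 2L, 2R and 3L stand above 80%, while the intervals of 3R and X overlap those of random placement.

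Peaks on the arms lay close together. The median distance from the end of a peak to the start of the next was 2817 bp, against 69972 bp when peaks were placed anywhere on the arm (central 95% of placements 64406 to 75459 bp; two-sided position-permutation p = 0.0002, the smallest possible). The setting that moved the ratio most placed each peak within 500 kb of its own position, which keeps the density only over longer stretches and spreads domains with sharper edges. The placed median was then 6273 bp (5595 to 6980 bp), and the observed distance was 0.449 of it (position-permutation p = 0.0002). This ratio therefore still includes differences in density over shorter stretches. The median distance was 1252 bp on the Het sequences, 5098.5 bp on U and 6835.5 bp on Uextra. On 3R it was 115480 bp and on X 279611 bp.

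Peak score and width rose together in rank across peaks, although some of the widest peaks scored low. Over the 4751 peaks Spearman's rho was 0.67 (permutation p = 1e-05, the smallest that 100000 permutations can give). The relation differed by kind of sequence, with rho of 0.82 on the arms, 0.87 on the Het sequences, 0.80 on U and 0.35 on Uextra, each with the same p-value. Peaks of 1 list are not independent replicates, so these values describe the list. The widest peaks of 3LHet (18069 bp), 2L (17420 bp) and 2RHet (16950 bp) all scored below the list's median of 137.8. Those of 3RHet (14507 bp), 2LHet (13266 bp) and U (12279 bp) scored above it. The largest widths therefore did not always carry high scores. How the score was computed is not stated, so a built-in dependence on width is not excluded.

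**Figure D3:**
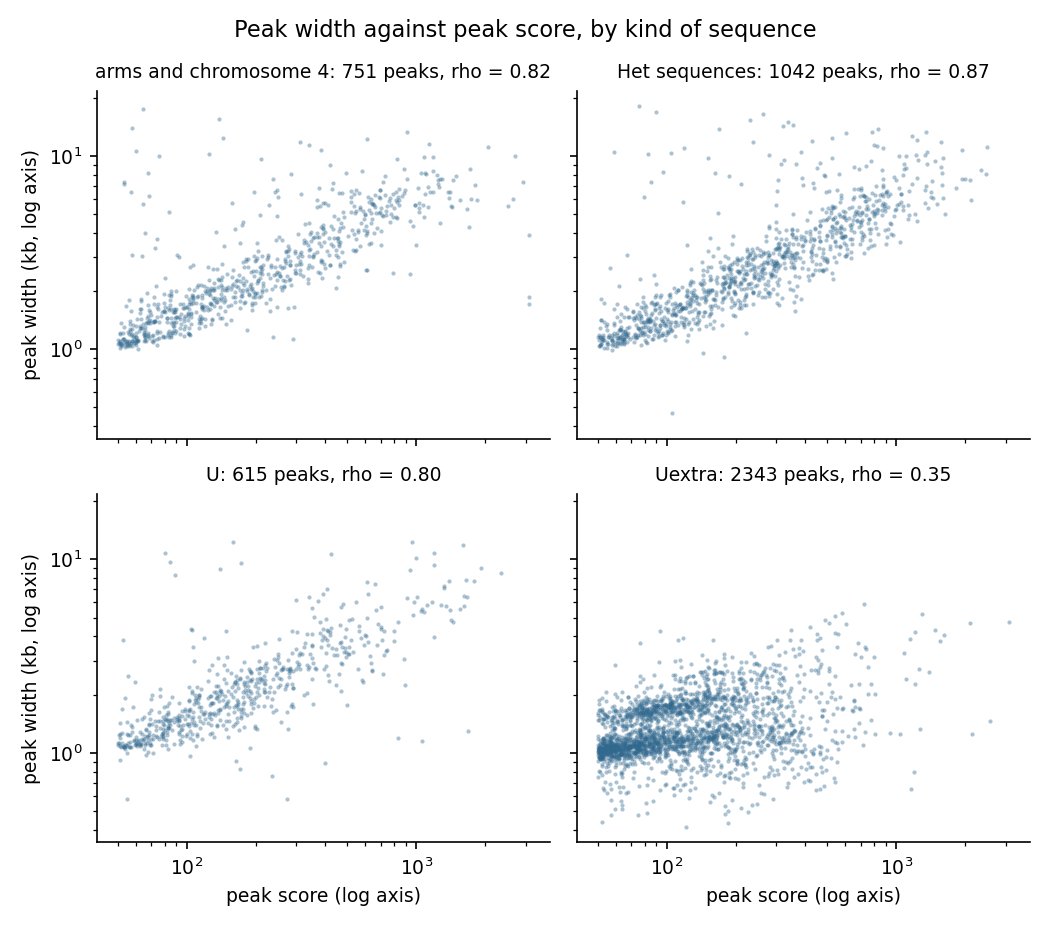
Peak width in kb (vertical log axis) against the authors' peak score (horizontal log axis), with 1 point per peak and 1 panel each for the arms with chromosome 4, the Het sequences, U and Uextra. Width climbs with score by rank in the first 3 panels, with rho from 0.80 to 0.87, although some of the widest peaks score low. On Uextra (rho 0.35) no peak is wider than 5896 bp.

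The 10 peaks with the highest score were spread over arms and scaffolds. The 4 highest shared a score of 3100, which may be the ceiling of the score, so they cannot be ranked against each other. All positions are 1-based and follow the sequence names of Release 5, and no gene annotation of that release was used here. Of the 4 peaks at the score of 3100, 1 lay on Uextra at 204116 to 208879, and 1 on 2R at 18575797 to 18577671, where the nearest other peak was 270049 bp away. The remaining peaks at that score were neighbours on X, at 2683834 to 2687721 and at 2689560 to 2691274, separated by 1838 bp. In the proximal 2 Mb of 2L, a peak of 7365 bp at 22491050 to 22498414 scored 2926.75 and a peak of 9945 bp at 22339296 to 22349240 scored 2685.85. On X a peak of 5957 bp at 12824543 to 12830499 scored 2646.08 and was 545971 bp from the nearest other peak. On Uextra a peak of 1465 bp at 27346321 to 27347785 scored 2552.86. On 2L, outside the proximal 2 Mb, a peak of 5486 bp at 16513269 to 16518754 scored 2513.83 and was 268005 bp from the nearest other peak. On 3RHet a peak of 11099 bp at 191955 to 203053 scored 2486.08.

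No peak started in the distal 100 kb of 2L, 3L or X. The first peaks of these arms began at position 770143 on 2L, 1524576 on 3L and 213862 on X. At the arms' mean of 6.47 peaks per Mb a window of this length holds few peaks, so a depletion would not be detectable. The distal ends of 2R and 3R were not assessed, because the list does not give the lengths of these arms.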

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

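All tests in this part were chosen after the result was seen. The scaffolds of U and Uextra entered no comparison between arms, and they carried 615 and 2343 peaks. Measured to the last peak, U had 61.3 peaks per Mb with 15.5% of its length covered, and Uextra 80.8 per Mb with 11.5% covered. Both lay above the arms, at 6.47 per Mb and 2.03%, and below the Het sequences, at 118.1 per Mb and 39.0%. These differences were not tested against placement, and no biological explanation was tested for them.

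The peaks of Uextra differed in shape from the rest. They may be narrow because they score low, but the comparison at equal score argues against that as the whole cause. In each of 10 equal score bins, peaks on Uextra were narrower than those on the arms, Het and U together. The ratio of median widths was 0.746 at the median bin and ran from 0.931 to 0.361. A candidate explanation is that short scaffolds joined end to end cap the width. Width rose only weakly with score on Uextra (rho 0.353, against 0.799 to 0.869 elsewhere). Among peaks in the highest score bin, 3 of 57 on Uextra were wider than 5 kb (5.26%), against 259 of 419 elsewhere (61.8%; two-sided Fisher's exact test across peaks, p = 1.9e-17). These values are the pattern that prompted the explanation, so they do not test it, and the ends of the scaffolds, which would, were not used here. The cap stays open, as do reads that match several scaffolds, since the authors' treatment of such reads is not stated.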

How the results depend on the processing

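In all, 96 alternative values were computed, of which 70 kept their direction and their side of 0.05, 12 kept only the direction and 14 reversed. Ratios below are observed over placed. The excess on the Het sequences (7.43 to 8.74), the short spacing on the arms (0.0384 to 0.449) and the correlation of score and width (0.353 to 0.869) kept direction and call under every alternative computed for them. So did the proximal share of the 5 arms together (3.75 to 12), except when peaks less than 100 kb apart were merged, which gave 1.55. Leaving out each arm in turn gave 7.53 (without 3L) to 9.33 (without 2R). Merging over 100 kb was not computed for the Het excess, the spacing or the correlation, so their stability does not cover it.

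Merging over 100 kb reduced the list to 140 regions. Fewer regions were then tested, and all arm-level calls were lost. The ratios for counts per arm became 1.15 on 2L (reversed), 1.24 on 2R, 0.871 on 3L (reversed), 0.867 on 3R and 0.834 on X, and those for the proximal 2 Mb became 1.34 on 2L, 0.832 on 2R (reversed), 1.2 on 3L and 1.86 on X. The arm-level calls therefore rest on the number of peaks inside a few dense domains.

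Restriction to the peaks outside the proximal 5 Mb gave counts per arm of 1.05 on 2L, 0.904 on 2R, 0.803 on 3L, 1.28 on 3R and 0.887 on X, reversed on all but X and not different from placement. The excess on 2R and 3L and the deficit on X were thus not seen outside the proximal 5 Mb. For 3R this rests on 1 run of 21 peaks, without which the ratio was 0.655 (15 peaks against 22.9 placed, unadjusted position-permutation p = 0.066), so a deficit on the outer part of 3R stays open.

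For 2L, whose count was at the placed value, the ratio turned above 1 with the 2375 highest-scoring peaks (1.19), with bases covered (1.36, adjusted position-permutation p = 0.00024) and with Release 5 lengths (1.02). For chromosome 4, with 6 peaks, it turned below 1 under the same settings (0.621, 0.773 and 0.684). No direction can be given for either sequence from peak counts.

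Rotation of an arm's peaks as a block gave the proximal ratio of single arms little power, since 1 domain counts as 1 observation. It gave 9.45 on 2L, 7.76 on 2R and 3.46 on X, no longer past 0.05, while 3L stayed past it. A proximal region of 5 Mb gave 1.4 on X, no longer past 0.05, and 0.981 on 3R, reversed from 1.54 with neither past it.

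Rotation was not run for the spacing, because it keeps the spacing. The alternatives listed for repeats, genes, exons, start sites and GC content were not run, since those results were not computed. No paired analysis was possible because the list holds pooled samples. For the same reason leaving out a replicate was not possible, and how far the peaks recur between the immunoprecipitations was not analysed here.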

Other observations

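The tests in this part were all chosen after the result was seen. Their p-values are across peaks of 1 pooled list.

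Outside the proximal 5 Mb the peaks of the arms were not spread evenly. A window of 1 Mb on 3R held 21 of the 115 peaks, all between 23133792 and 23694176, a stretch of 560 kb. The next fullest window, on X, held 5. Of 10000 random placements, 0 had a window as full (one-sided position-permutation p = 0.0001, the smallest possible), and the fullest window of any placement held 10, which argues against chance. A candidate explanation is a gain in copy number in the cells that lifts weak signal over the threshold. The scores in the run were low, from 51.18 to 196.92, with a median of 88.1. That is 0.434 of the median of 202.8 for the other 94 peaks, but the difference was within what permutation of the scores gives (two-sided permutation p = 0.087). A weakly marked domain would show the same scores. Copy number and a true domain cannot be told apart without read counts of the input over the region.

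The numbers of peaks outside the proximal 5 Mb fell with width and then rose again. There were 51 peaks of 1 to 2 kb, 18 of 2 to 3 kb and 8 of 3 to 4 kb. Then came 4 of 4 to 5 kb, 31 of 5 to 7 kb and 0 of 7 to 8 kb. The 31 comprised 16 of 5 to 6 kb and 15 of 6 to 7 kb. Whether the widths form 2 separate groups was not tested. In the proximal 5 Mb the numbers declined steadily over these widths. They fell from 47 peaks of 4 to 5 kb to 40 of 5 to 6 kb. Another 26 were of 6 to 7 kb and 15 of 7 to 8 kb. Together 66 were of 5 to 7 kb. The share of 5 to 7 kb was 27% of 115 peaks outside and 10.5% of 630 inside (odds ratio 3.15, two-sided Fisher's exact test, p = 1.4e-05). It was not due to 1 arm, as the 31 peaks comprised 11 on 2L, 4 on 2R, 5 on 3L, 3 on 3R and 8 on X. Higher scores do not account for this share alone. The median score was lower outside (141.3) than inside (186.7), though it was 202.8 for the 94 outer peaks not in the run on 3R. Peaks of the same bin among 5 equal score bins would give 17.2 peaks of 5 to 7 kb. The 31 observed are 1.81 times that (two-sided permutation p = 2e-05, the smallest possible here, as the smaller tail of 100000 draws is doubled). As a hypothesis, these isolated peaks may be single insertions of repeated elements of a set length within the arms. No repeat annotation of the release was used here, so the hypothesis was not tested.

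The deficit of peaks on X has a candidate explanation in a lower copy number of X, which would lower detection along the whole arm. The outer arm argues against that as the whole cause. Outside the proximal 5 Mb, X held 19 peaks against 21.4 placed, a ratio of 0.887 (two-sided position-permutation p = 0.67). The ratio of 0.198 for the whole of X would leave 4.24 (one-sided exact Poisson test, p = 1.3e-07). That ratio was computed from peaks that include these 19 and was treated as fixed, so the p-value is only a guide. A smaller effect of copy number is not excluded. The shortage lay in the proximal 5 Mb, with 9 peaks on X and 8 on 3R against 122 on 2L, 215 on 2R and 276 on 3L. How much heterochromatin the assembly includes in each arm differs between arms and stays open as an explanation, untested, beside a true difference between chromosomes.

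XHet and YHet carried few peaks. With Release 5 lengths, placement of the 1042 Het peaks over the Het sequences gave 23.1 on XHet and 38.9 on YHet, against 2 and 4 observed (two-sided position-permutation p = 0.0002 for each, the smallest possible). A line without a Y chromosome could explain YHet, where the ratio was 0.103, but XHet was as low at 0.0866, so absence of Y is not enough for both. For YHet itself, absence of Y and the causes acting on XHet cannot be told apart, because the list has no input coverage. With sequences measured only to the last peak, YHet had 29.1 peaks per Mb against 119.4 on the autosomal Het sequences, while the 2 peaks of XHet span too little to give a density.

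Chromosome 4 carried 4 of its 6 peaks in its first 100 kb. Beyond that it had 2.62 peaks per Mb measured to the last peak, or 1.54 with the Release 5 length, against 1.27 on the large arms outside the proximal 5 Mb and 118.1 on the Het sequences. With 2 peaks in the remainder, a difference from the large arms is not detectable.

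The last stretch of Uextra, from 28 Mb to its last peak near 29 Mb, held 220 peaks, against 54 to 121 in each earlier Mb. Their median score was 254.5, against 102.2 before (two-sided permutation p = 1e-05, the smallest possible), yet their median width was 1020 bp against 1256 bp.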
